A study of Arabidopsis thaliana with 24 samples. Its data were reported in "Synergy between the anthocyanin and RDR6/SGS3/DCL4 siRNA pathways expose hidden features of Arabidopsis carbon metabolism" (2020).

How the data were processed

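RNA had been sequenced from whole seedlings of *Arabidopsis thaliana* of 8 genotypes, with 3 replicate libraries per genotype and 24 libraries in all. The genotypes were wild-type Col-0, the *TT19* mutant *tt19-8* in the Col-0 background, and 6 suppressor lines (S1, S2, S4, S5, S7 and S8), each a *tt19-8* plant with a further mutation that brings anthocyanin pigment back. Per the labels, seedlings were shaken for 4 days in anthocyanin inductive conditions (AIC), that is, in 3% sucrose under 24 h of light per day. According to the study, S1, S2 and S8 carry nonsense changes in *RDR6*, S4 carries a missense change in *RDR6*, S5 a splice-site change in *SGS3*, and S7 a splice-site change in *DCL4*. Each library was assigned to its genotype and replicate number by its label. The study's own transcript comparisons cover the lines other than S1, and S1 was kept here as a line of its own.

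The authors checked paired-end reads with FastQC, aligned them to the TAIR10 genome with Hisat2 and counted them per gene with FeatureCounts. The deposited values were raw counts, whole numbers per gene and library, without normalization. Whether the authors counted by strand, how reads that map to several places or to overlapping genes were treated, and whether the 2 mates of a pair were counted as 1 is not stated. The files held 33331 gene identifiers, of which 28932 matched a locus tag of the RefSeq annotation of TAIR10.1. This annotation was used for symbols, gene lengths and the overlap of neighbouring genes, and none of its coordinates are given because the build named for the reads is TAIR10. None of the identifiers belonged to the chloroplast or mitochondrial genome.

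Counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr by genotype, which left 22089 genes, and library sizes were scaled by TMM (trimmed mean of M values). A quasi-likelihood model with 1 mean per genotype was fitted to all 24 libraries, so that the genotypes shared an estimate of the spread, and genes were tested with the quasi-likelihood F test, two-sided. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each of 17 contrasts, and genes with an adjusted p under 0.05 were called differentially expressed (DE) whatever their fold change, which is the study's criterion. The standard error (SE) of a log2 fold change was its size divided by the square root of its F statistic. Expression is given in CPM (counts scaled to library size after TMM) as mean ± SD. The study tested with DESeq2; here DESeq2 1.42.0 was an alternative.

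The gene lists described here were fixed before the data were examined. The genes of a low-oxygen score were listed after the values of *SUS4* were seen. The test of a low-iron score was also chosen after its pattern was seen. The pigment set held 14 genes of the core flavonoid pathway and of anthocyanin modification, without *TT19*, and the early set held 11 phenylpropanoid and malonyl-CoA genes. The flavonoid list held 92 genes of flavonoid biosynthesis and regulation, grouped as in the study, of which 82 were tested; membership alone was taken from there. Sets were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 14 set tests, and the value given is the mean log2 fold change of the set. Genes were named in the text by a rule, also written before the data were examined. It took the genes of the lists for the mutated loci, the core and anthocyanin steps, tasiRNA (trans-acting siRNA) precursors and targets, competing pathways and genes discussed in the study. For *tt19-8* against Col-0 it added the 5 genes with the largest rise and the 5 with the largest fall among DE genes with a mean of at least 1 CPM over the 6 libraries and no overlap between the genotypes' values. For the 5 lines S2, S4, S5, S7 and S8 it added the 5 rising and 5 falling genes with the largest smallest change over the lines, among genes changed in the same direction in all 5 lines with a mean of at least 1 CPM.

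Library totals ran from 25.8 to 73.4 M counts, so that 3 counts, taken as the floor of detection, corresponded to 0.0414 to 0.116 CPM. Such floors cover counting error only, since reads from PCR are not independent molecules. The common biological coefficient of variation was 14.2%. Where all libraries of a genotype lay at or under 3 counts, fold changes were computed against that floor and are given as lower bounds. The scripts were tested on simulated counts drawn from the means and sizes of the real libraries: of 200 genes changed by known factors, edgeR recovered 185 (92.5%) and called 9 of 21582 unchanged genes, and DESeq2 recovered 190 and called 33. The changed genes had at least 1 CPM and changed at least 2-fold. Counts were drawn independently, with the same spread in all genotypes. The simulation therefore cannot give the rate of false calls where genotypes differ in spread or genes shift together.

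Replicate numbers came from the labels, which do not say that libraries of the same number were grown or prepared together. The mean correlation of deviations from the genotype means was -0.00920 between libraries of the same number over all genotypes, with pairings of either sign. A fit with the replicate number as a block was an alternative. The other alternatives, chosen before the data were examined, were the DESeq2 Wald test, RLE scaling, no filter on low counts, a filter at a mean of 1 CPM, a fit without S1, a fit of only the 6 libraries compared, an adjusted p under 0.01, an inter-gene correlation estimated from the data, and leaving out each library in turn. An alternative restricted to nuclear genes could change no result, since no other genes were counted, and was not run. Other splits of the libraries were tested by refitting the model, with 10 splits for each pair of genotypes and 60 regroupings for the shared genes. Correlations across libraries were tested by permutation with 100000 draws, or exactly for fewer than 10 values, with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15; figures were drawn with matplotlib 3.10.9. The small RNA, metabolite and genetic data of the study were not analysed here.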

Results

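Transcript accumulation was measured by RNA-seq in seedlings of Col-0, *tt19-8* and 6 suppressor lines of *tt19-8*, all grown in AIC, with 3 replicate libraries per genotype. *TT19* encodes a glutathione S-transferase needed for normal anthocyanin accumulation, and the mutated genes of the suppressor lines (*RDR6*, *SGS3* and *DCL4*) act in the making of secondary siRNAs. The 24 libraries held between 25.8 and 73.4 M counts, with genotype means from 30.7 ± 3.48 M in S8 to 59.5 ± 19.3 M in S4 (SD, n = 3). Between 22750 and 24097 genes had counts in a library, and 22089 genes were tested. Replicates differed by more than counting noise in every genotype: the median chi-square of a pair of replicates was at least 3.44 times what sampling alone gives. It was 32.8 and 29.9 for S2 replicate 3 against S2 replicates 1 and 2. By this measure replicates 1 and 2 were the closest pair in 6 of the 8 genotypes.

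**Figure D1:**
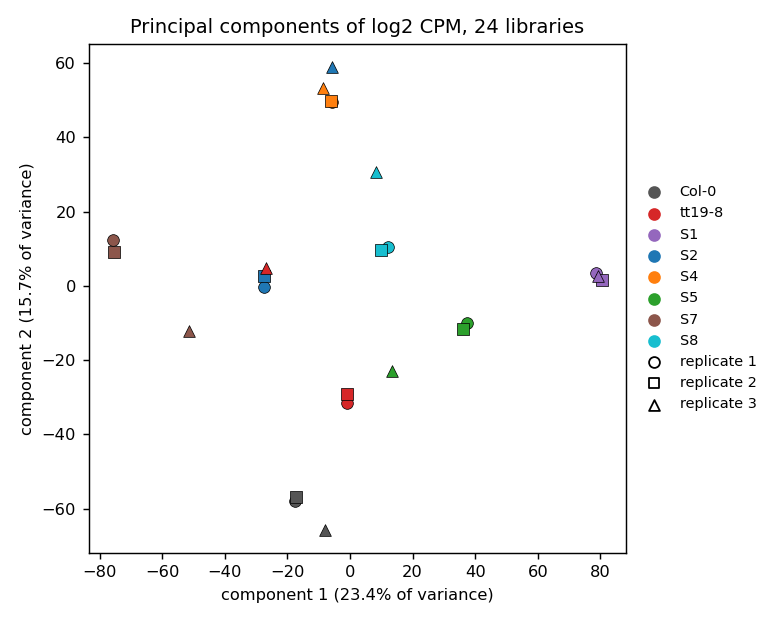
Principal components of log2 CPM for the 24 libraries, with component 1 on the x axis (23.4% of the variance) and component 2 on the y axis (15.7%), coloured by genotype and shaped by replicate number. The 3 libraries of S1 lie together at the right and those of S4 together near the top, beside replicate 3 of S2, the topmost library. Replicate 3 of S2, S5, S7, S8 and *tt19-8* lies apart from replicates 1 and 2, and that of Col-0 does so to a lesser extent.

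The mutated genes were examined first, as a check of the labels. *TT19* (AT5G17220) stood at 128 ± 4.24 CPM in Col-0 and at 1.22 ± 0.302 CPM in *tt19-8* (SD, n = 3), a log2 fold change of -6.72 ± 0.26 (SE; adjusted p 4.17e-13). Over the 13 alternatives for this result, the value ranged from -6.91 to -6.58. *TT19* was higher than in *tt19-8* in every suppressor line, with log2 fold changes from 0.76 in S1 to 3.20 in S7, and its mean in the lines ran from 2.05 to 11.1 CPM. The increase in S1 (adjusted p 0.0342) was not past the threshold under 4 of its 12 alternatives, where the adjusted p ranged from 0.00774 to 0.135. *RDR6* (AT3G49500) was lower than in *tt19-8* by -1.46 ± 0.12 in S8 (adjusted p 4.47e-08) and by -0.56 ± 0.11 in S2 (adjusted p 0.00158). It was not detectably changed in S1 (-0.24 ± 0.11; adjusted p 0.111) or in S4 (-0.01 ± 0.11; adjusted p 0.967), the line with the missense change. Tested directly, *RDR6* was higher in S4 than in S2 (0.55; adjusted p 0.00111), higher in S4 than in S8 (1.45; adjusted p 2.79e-08), higher in S2 than in S8 (0.89; adjusted p 4.40e-05) and higher in S1 than in S8 (1.22; adjusted p 2.97e-07). *SGS3* (AT5G23570) was lower in S5 by -1.24 ± 0.18 (adjusted p 4.53e-05), with 8.90, 9.80 and 19.2 CPM in S5 replicates 1, 2 and 3 against 29.9 ± 2.36 in *tt19-8* (SD, n = 3). *DCL4* (AT5G20320) in S7 was within the spread of *tt19-8* (-0.15 ± 0.10; adjusted p 0.273).

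The comparison of *tt19-8* with Col-0 asks how the loss of TT19 function changes the transcriptome. In *tt19-8*, 3011 of the 22089 genes were DE, of which 1576 were higher and 1435 lower, and 759 changed at least 2-fold. The count moved most under an adjusted p of 0.01, which left 1184 genes, and leaving out *tt19-8* replicate 3 left 1663. The values of the genotypes did not overlap for 7412 genes (33.6% of those tested), where chance gives 10%. Genes of the late steps were lower in *tt19-8*, including *LDOX* (AT4G22880), by -1.21 ± 0.21 (adjusted p 0.000703), *TT3* (AT5G42800), by -0.89 ± 0.15 (adjusted p 0.000528), and *UGT79B1* (AT5G54060), by -1.13 ± 0.20 (adjusted p 0.00106). The regulators *TT8* (AT4G09820), *PAP1* (AT1G56650) and *MYBL2* (AT1G71030) were lower by -1.15 ± 0.15 (adjusted p 5.90e-05), -0.90 ± 0.20 (adjusted p 0.00512) and -1.03 ± 0.21 (adjusted p 0.00336). *TT4* (AT5G13930; 0.05 ± 0.14) and *TT5* (AT3G55120; -0.08 ± 0.15) did not differ, at adjusted p of 0.865 and 0.764, and the sign for *TT4* was reversed when *tt19-8* replicate 3 or Col-0 replicate 2 was left out. The flavonol synthase gene *FLS1* (AT5G08640) was higher in *tt19-8* by 0.76 ± 0.13 (adjusted p 0.000765). Of the 92 flavonoid genes, 28 were DE (11 higher and 17 lower), or 37 with adjustment over the list alone. The count of 28 fell to 20 when *tt19-8* replicate 3 or Col-0 replicate 1 or 2 was left out.

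Outside the flavonoid genes, the largest falls in *tt19-8* after *TT19* were those of AT3G49970 (-5.24 ± 0.85), AT3G42658.1 (-3.76 ± 0.47, an identifier without a TAIR10.1 match), *AT14A* (AT3G28290; -3.37 ± 0.71) and *ATC* (AT2G27550; -3.24 ± 0.18), with adjusted p from 2.96e-10 to 0.00455. The largest rises were those of AT1G16760 (6.48 ± 1.73), *AGP30* (AT2G33790; 5.68 ± 0.94), AT5G10040 (5.34 ± 1.52), AT2G44798 (4.87 ± 1.37) and *MLP31* (AT1G70840; 4.38 ± 0.46), with adjusted p from 5.78e-06 to 0.0232. Over 13 alternatives the rise of *AGP30* ran from 5.06 to 11.4 and stayed past the threshold. The rises of AT1G16760, AT5G10040 and AT2G44798 rested on *tt19-8* replicate 3. AT5G10040 had 2.64, 2.62 and 83.4 CPM in *tt19-8* replicates 1, 2 and 3, and these 3 genes were not past the threshold in the fits that left replicate 3 out, where their log2 fold changes were 2.94, 1.86 and 2.18. AT2G44798 overlaps its neighbour AT2G44800 over 23.9% of its length, and reads there could not be assigned without the counting options.

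**Figure D2:**
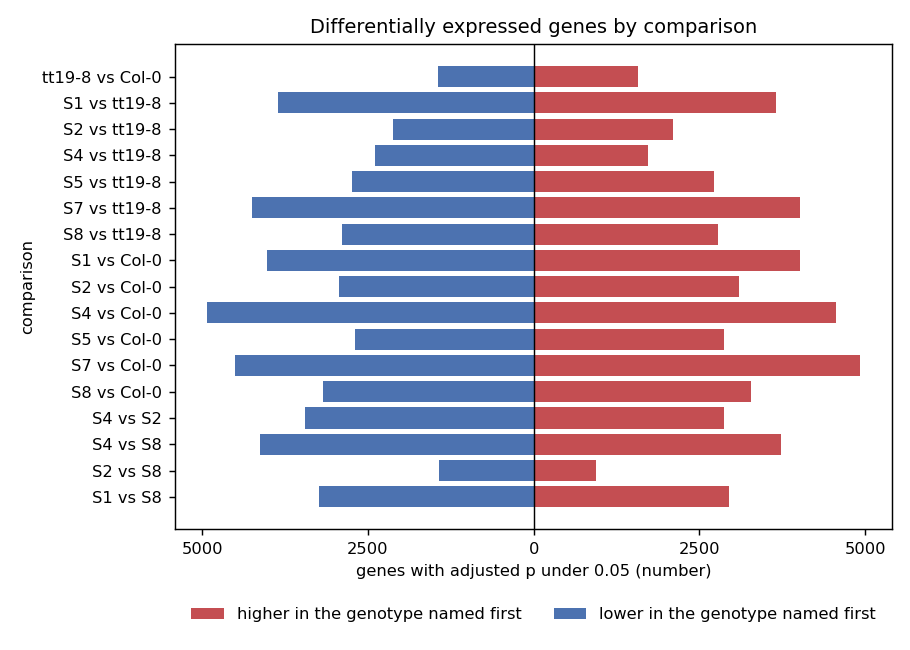
Number of genes with an adjusted p under 0.05 in each of the 17 comparisons (x axis), higher (red, to the right) or lower (blue, to the left) in the genotype named first. The counts run from 2366 genes for S2 against S8 to 9478 for S4 against Col-0.

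Each suppressor line was compared with *tt19-8* to find the changes that accompany the return of pigment. DE genes numbered 7506 in S1 (3649 higher, 3857 lower), 4217 in S2 (2097 higher, 2120 lower), 4126 in S4 (1729 higher, 2397 lower), 5465 in S5 (2719 higher, 2746 lower), 8248 in S7 (4009 higher, 4239 lower) and 5659 in S8 (2775 higher, 2884 lower). Between 963 genes in S2 and 2166 in S1 changed at least 2-fold. Libraries of the same replicate number deviated together for S2 and *tt19-8* (mean correlation 0.150) and for S8 and *tt19-8* (0.141), and against each other for S7 and *tt19-8* (-0.169). With the replicate number as a block, 4111 genes were DE in S2, 8071 in S7 and 5567 in S8. When only the 6 libraries compared were fitted, 894 genes were DE in S2, 2963 in S5 and 5461 in S7.

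The pigment set, 14 genes of the core and anthocyanin steps, was lower in *tt19-8* than in Col-0, with a mean log2 fold change of -0.62, and 12 of the 14 genes were lower (camera, adjusted p 5.71e-08). With the inter-gene correlation estimated from the data, the adjusted p was 0.108, and over all alternatives for this result it ran from 6.04e-15 to 0.108. Relative to *tt19-8*, the mean rose by 0.69 in S1 (adjusted p 5.72e-05), 2.05 in S2 (2.44e-64), 0.92 in S4 (4.15e-16), 1.35 in S5 (5.70e-23), 2.16 in S7 (2.07e-39) and 2.05 in S8 (6.19e-47). All 14 genes were higher in S2, S4, S7 and S8, 13 in S5 and 12 in S1. The increase in S1 was not past the threshold with the estimated correlation. *LDOX* rose by 1.06 ± 0.21 in S1, 3.05 ± 0.22 in S2, 1.18 ± 0.21 in S4, 2.098 ± 0.211 in S5, 3.29 ± 0.22 in S7 and 2.91 ± 0.22 in S8 (SE; adjusted p at most 0.000445). Set against Col-0 (168 ± 18.8 CPM), *LDOX* was at 152 ± 7.61 CPM in S1 and 164 ± 5.31 in S4, and at 710 ± 57.5 in S7 (SD, n = 3). The F3H gene *TT6* (AT3G51240) had 2 to 19 counts per library and was not detectably changed in any line. It is overlapped over 93.8% of its length by AT3G51238.

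The early set, 11 phenylpropanoid and malonyl-CoA genes, did not differ detectably between *tt19-8* and Col-0 (mean -0.11; adjusted p 0.332) or between S4 and *tt19-8* (0.02; adjusted p 0.636). Its mean was higher than in *tt19-8* by 0.36 in S1 (adjusted p 0.0338), 0.52 in S2 (2.76e-06), 0.33 in S5 (0.0135), 0.37 in S7 (0.0155) and 0.67 in S8 (2.03e-07). Not all genes of the set rose. Of the 11 genes, 9 were higher in S1, 8 each in S2 and S8, and 6 each in S5 and S7, where 5 were lower. The increases in S1, S5 and S7 were not past the threshold with the estimated correlation, nor were those in S1 and S7 without the filter on low counts. Whether the sets differed between lines was not tested. With the replicate number as a block, the pigment set changed by 2.04 in S2, 2.17 in S7 and 2.05 in S8, and the early set by 0.52, 0.37 and 0.67, against the same pairing correlations as above (0.150, -0.169 and 0.141). Of the 92 flavonoid genes, 44 were DE in S1, 49 in S2, 41 in S4, 43 in S5, 58 in S7 and 47 in S8, or 48, 54, 47, 47, 60 and 49 with adjustment over the list alone. Of these, 33 were higher in S1, 41 in S2, 33 in S4, 34 in S5, 48 in S7 and 37 in S8.

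**Figure D3:**
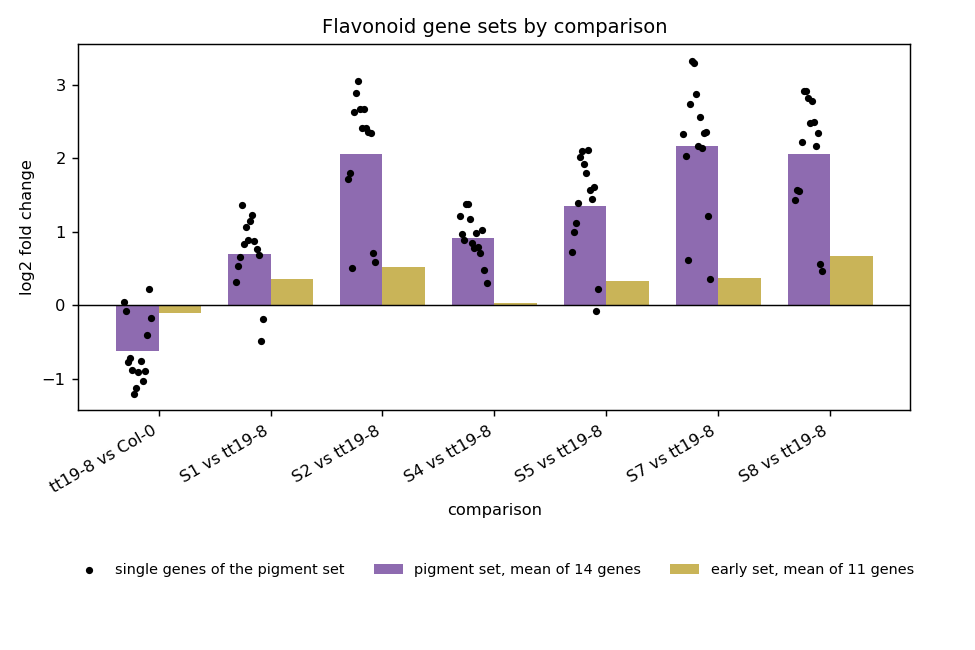
Mean log2 fold change (y axis) of the pigment set (purple bars, 14 genes) and the early set (yellow bars, 11 genes) in *tt19-8* against Col-0 and in each suppressor line against *tt19-8*; points are single genes of the pigment set. The pigment set mean is -0.62 in *tt19-8* and between 0.69 and 2.16 in the lines, and the early set mean lies between -0.11 and 0.67.

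Genes changed in all lines were then counted. In the 5 lines S2, S4, S5, S7 and S8, 334 genes differed from *tt19-8* in every line, and 261 of them changed in the same direction (157 higher and 104 lower), while 73 did not. With S1 as the 6th line, 244 genes were shared and 189 changed in the same direction (78 of them lower). The counts for 5 lines moved most when only the 6 libraries compared were fitted, to 154 shared genes and 134 with the same direction, and those for 6 lines without *tt19-8* replicate 2, to 124 and 104. Of the 157 genes that rose in 5 lines, 54 were lower in *tt19-8* and 3 higher, compared with Col-0, and of the 104 that fell, 19 were higher and 5 lower. The same *tt19-8* libraries enter both comparisons. A low or high value there favours opposite changes, so this asymmetry is partly built in. The shared genes included 23 genes of the flavonoid list, all higher in the 5 lines, and 21 in the 6 lines. Among the 261 genes, the rising genes with the largest smallest change were AT1G56100, *scpl39* (AT3G52020), AT5G55320, AT3G49270 and *BGLU1* (AT1G45191). The first 3 had at most 1 count in each *tt19-8* library, and over the 5 lines AT1G56100 was at least 91.0-fold to at least 662-fold higher, *scpl39* at least 15.8-fold to at least 99.2-fold higher and AT5G55320 at least 14.9-fold to at least 73.9-fold higher. *BGLU1* rose by between 5.002 ± 0.450 (S4) and 7.24 ± 0.46 (S2) on the log2 scale and AT3G49270 by between 5.66 ± 0.89 (S4) and 9.10 ± 0.80 (S7). The falling genes were AT5G24240 (from -4.92 in S5 to -2.14 in S7), AT3G01260 (-3.34 to -1.66), AT4G22235 (-2.21 to -1.32), *scpl6* (AT1G73270; -2.38 to -1.27) and AT5G02170 (-2.49 to -1.18). Except for AT5G24240, the place of these falling genes among the shared ones was fragile. Of 13 alternatives each, the call of AT3G01260 was lost under 7 in S5, 5 in S4, 4 in S7 and 2 in S2, that of AT4G22235 under 3 in S5 and 1 each in S2 and S7, that of *scpl6* under 5 in S4 and 1 in S2, and that of AT5G02170 under 5 in S4 and 2 in S8. AT4G22235 is overlapped over 87.3% of its length by AT4G22233.

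The tasiRNA pathway was examined through its precursors and targets. The *TAS4* precursor (AT3G25795) was higher than in *tt19-8* in all 6 lines, by 0.96 ± 0.21 in S1 (adjusted p 0.00108) to 2.98 ± 0.21 in S2 (adjusted p 6.06e-09). *ARF4* (AT5G60450), a *TAS3* target, rose by 0.20 ± 0.07 in S1 (adjusted p 0.0452, lost under 6 of 12 alternatives, where it ran from 0.0303 to 0.181) to 1.14 ± 0.08 in S2 (adjusted p 2.96e-09). *PAP1*, a *TAS4* target, was at 24.1 ± 1.12 CPM in *tt19-8* and 45.01 ± 1.88 in Col-0. It rose by 2.00 ± 0.20 in S2 (adjusted p 7.79e-07), 1.11 ± 0.20 in S5 (0.000445), 1.57 ± 0.20 in S7 (4.18e-06) and 1.87 ± 0.20 in S8 (1.49e-06). In S1 it rose by 0.52 ± 0.20 (adjusted p 0.0470), and this was lost in each of the 6 fits that left out a library. In S4 *PAP1* was at 24.5 ± 0.181 CPM (SD, n = 3) and did not differ detectably from *tt19-8* (0.03 ± 0.20, adjusted p 0.940). By RT-qPCR, the study described *PAP1* mRNA as elevated over the parent mutant in suppressor lines with a change in *RDR6*, S4 among them. The present libraries therefore do not settle whether *PAP1* rises in S4, and the cause of the discrepancy was not tested. Tested directly, *PAP1* was lower in S4 than in S2 by -1.97 ± 0.20 (adjusted p 7.16e-07) and than in S8 by -1.84 ± 0.20 (adjusted p 8.26e-07). *PAP2* (AT1G66390) rose past the threshold in S1, S2, S5, S7 and S8, by 0.72 to 1.53, and not in S4 (0.41 ± 0.21; adjusted p 0.188). Its call in S7 was lost under 2 of 13 alternatives (0.00251 to 0.196), and that in S4 was gained under 1 (lowest 0.0102). Tested directly, *PAP2* was lower in S4 than in S8 (-0.66 ± 0.21; adjusted p 0.0183) and did not differ between S4 and S2 (-0.40 ± 0.21; adjusted p 0.156). The difference from S8 was lost under 2 of 13 alternatives (0.000407 to 0.0811), and that from S2 was gained under 1 (lowest 0.0146). *MYB113* (AT1G66370), a further *TAS4* target, did not follow *TAS4*. It fell in S7 (-1.90 ± 0.37, adjusted p 0.000425), rose in S5 (0.98 ± 0.33, adjusted p 0.0317, lost under 4 of 13 alternatives, where it ran from 0.0149 to 0.155) and did not differ detectably in S1, S2, S4 or S8. *ARF3* (AT2G33860) rose in S2, S4, S5 and S7 by 0.41 to 0.94 (in S5 lost under 4 of 13 alternatives) and not detectably in S1 and S8, whereas *ARF2* (AT5G62000) was lower in S1 (-0.23 ± 0.07, adjusted p 0.0195, lost under 3 of 12 alternatives, 0.0111 to 0.136) and S5 (-0.33 ± 0.07, adjusted p 0.00243). Among the other precursors, *TAS1C* (AT2G39675) was higher in S2 (1.24), S4 (0.80) and S8 (1.04) and lower in S5 (-1.10), and *TAS2* (AT2G39681) higher in S2 (0.87) and S4 (0.61) and lower in S5 (-0.63), at adjusted p from 0.000161 to 0.0228. The rise of *TAS1C* in S4 was lost under 4 of 13 alternatives. *TAS1A* (AT2G27400) was lower in S5 (-0.77 ± 0.13, adjusted p 0.000284), *TAS3* (AT3G17185) was higher in S5 (0.59 ± 0.16, adjusted p 0.0122, lost under 4 of 13 alternatives, 0.00378 to 0.0562), and neither these in other lines nor *TAS1B* (AT1G50055) in any line differed detectably from *tt19-8*.

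**Figure D4:**
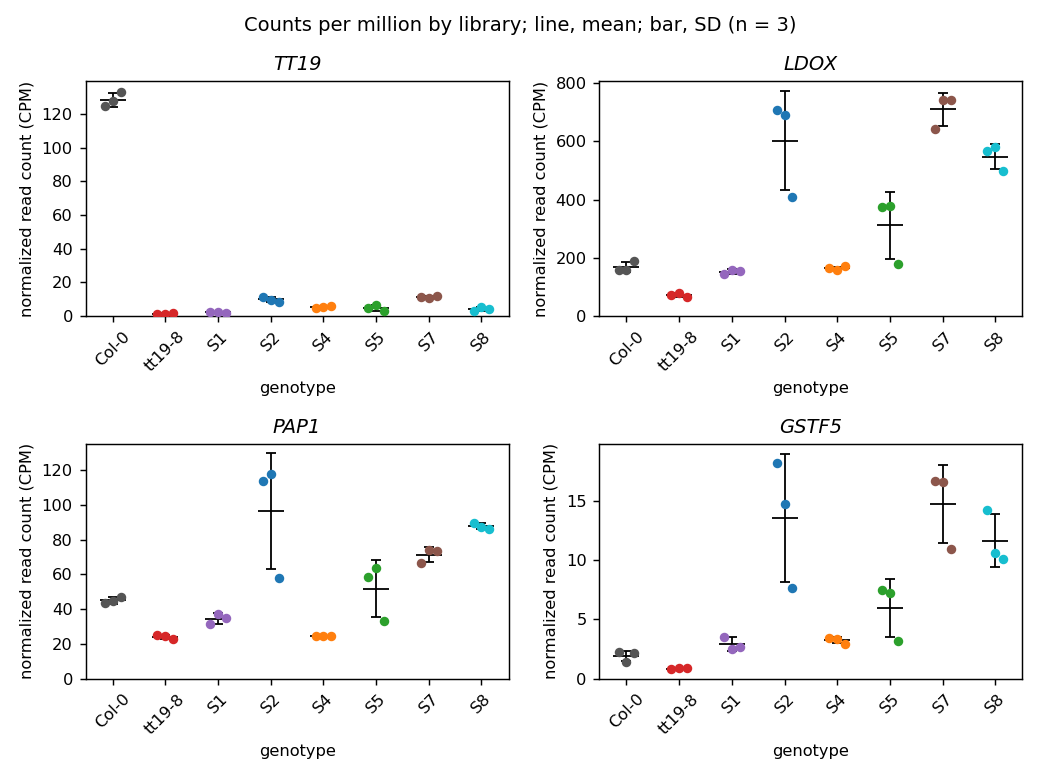
Normalized read counts (CPM, y axis) of *TT19*, *LDOX*, *PAP1* and *GSTF5* in the 3 libraries of each genotype (points), with the mean (line) and SD (bar). *TT19* lies at 128 CPM in Col-0 and at no more than 11.1 CPM in any other genotype on average, and *PAP1* in S4 lies at 24.5 CPM beside 24.1 CPM in *tt19-8*.

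The genes the study followed up were examined next; they were chosen by the study from these same libraries, so their direction here is not a separate test. The phi-class GST gene *GSTF5* (AT1G02940) was at 0.842 ± 0.0392 CPM in *tt19-8* and 1.92 ± 0.450 in Col-0 (SD, n = 3), a change of -1.18 ± 0.36 (adjusted p 0.0326), which was not past the threshold under 5 of its 13 alternatives. It rose in all 6 lines by between 1.78 ± 0.35 (S1) and 4.12 ± 0.35 (S7), at adjusted p of at most 0.000488. The 5 genes of competing pathways, *CYP79B3*, *MYB34*, *CYP84A4*, *CPD* and *UGT71C1*, were lower than in *tt19-8* in all 6 lines, past the threshold in 28 of 30 comparisons (not for *UGT71C1* in S1 and S5), with log2 fold changes from -1.73 to -0.35. Some of these calls were fragile: that of *CYP84A4* in S5 was lost under 7 of 13 alternatives (adjusted p from 0.0261 to 0.189), and those of *UGT71C1* in S7 and S8 under 6 each (0.00865 to 0.176 and 0.0129 to 0.196). *FPT1*, also named by the study, had no match by symbol and was not examined. *RPF3* (AT1G62930), the gene encoding the pentatricopeptide repeat protein whose siRNA is predicted to target *SUS4*, was higher by 0.42 ± 0.14 in S1 to 0.94 ± 0.14 in S5 (adjusted p at most 0.0206), and its call in S1 was lost under 3 of 12 alternatives (adjusted p from 0.0110 to 0.107).

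*SUS4* (AT3G43190), a sucrose synthase gene, differed strongly between replicates in some genotypes and little in others. Its replicates 1, 2 and 3 were close in S1 (16.1, 15.3 and 17.5 CPM) and in S4 (129, 140 and 130 CPM). It was at 26.4, 27.6 and 540 CPM in *tt19-8* replicates 1, 2 and 3, at 13.9, 15.2 and 106 CPM in S2 and at 56.5, 58.7 and 407 CPM in S8. Compared with Col-0, it was 3.13 ± 1.01 higher in *tt19-8* (adjusted p 0.0434), and 0.25 higher without *tt19-8* replicate 3, which was not past the threshold; over 13 alternatives the adjusted p ran from 0.0205 to 0.889 where one was given (DESeq2 gave none). Relative to *tt19-8*, it was lower in S1 (-3.60 ± 1.03; adjusted p 0.0101), S5 (-3.91 ± 1.06; adjusted p 0.01002) and S7 (-2.67 ± 0.99; adjusted p 0.0393), and not detectably different in S2 (-2.13 ± 0.97; adjusted p 0.131), S4 (-0.57 ± 0.93; adjusted p 0.709) or S8 (-0.18 ± 0.92; adjusted p 0.909). The call in S1 was lost under 2 of 12 alternatives (-0.73 without *tt19-8* replicate 3), that in S5 under 4 of 13 (-1.04 without that library), and that in S7 changed under 8 of 13, where DESeq2, which gave no adjusted p, is counted as a loss. The sign was reversed in S2, S4, S7 and S8 when *tt19-8* replicate 3 was left out. *SUS4* was set against a low-oxygen score, the mean log2 deviation of 40 other genes known to respond to low oxygen; this list was written after the values of *SUS4* were seen. Over the 24 libraries Pearson's r was 0.968 and Spearman's rho 0.923 (two-sided permutation tests, p 1e-05 for each, the smallest the 100000 draws can give; adjusted p 1e-04 over 10 correlations). Without the 2 libraries farthest from the median score, r was 0.966. Within genotypes, r was 0.991 and rho 0.958 (permutation p 0.00055 and 0.00127; adjusted p 0.0011 and 0.00423). Among the 8 libraries of replicate 1, 2 or 3, r was 0.955, 0.977 and 0.979 (exact permutation p 0.000397, 0.000298 and 7.44e-05).

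**Figure D5:**
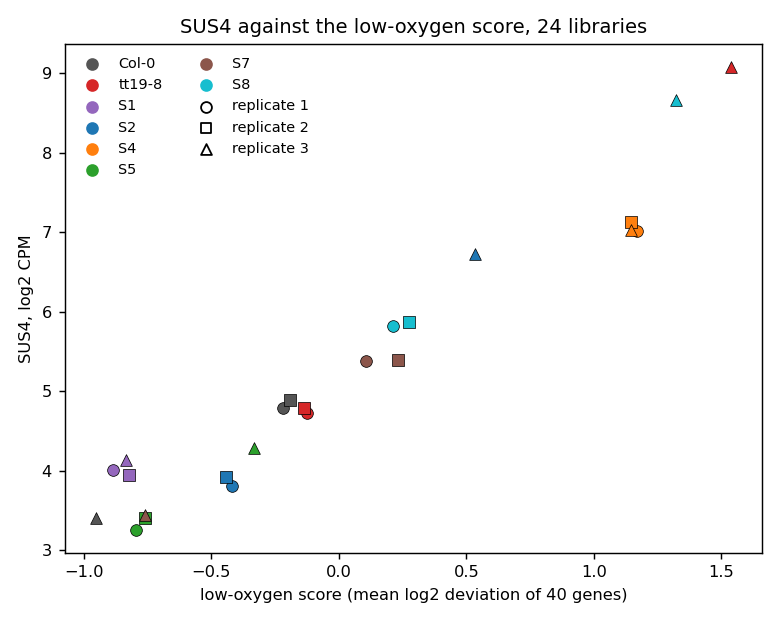
*SUS4* (log2 CPM, y axis) against the low-oxygen score (mean log2 deviation of 40 genes, x axis) in the 24 libraries, coloured by genotype and shaped by replicate number. *SUS4* rises with the score (r 0.968), and *tt19-8* replicate 3 and S8 replicate 3 lie at the upper right, apart from replicates 1 and 2 of the same genotypes.

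The suppressor lines were also compared with Col-0 and with each other, the latter because the lines carry different kinds of change in the same gene. Against Col-0, DE genes numbered 8046 in S1, 6027 in S2, 9478 in S4, 5565 in S5, 9427 in S7 and 6456 in S8. Among the lines with a change in *RDR6*, S4 differed from S2 in 6310 genes (2870 higher, 3440 lower) and from S8 in 7854 genes (3726 higher, 4128 lower). S1, which has a nonsense change like S2 and S8, differed from S8 in 6187 genes (2944 higher, 3243 lower). Of these 4 pairs the smallest difference was that of S2 and S8, with 2366 genes (941 higher, 1425 lower in S2). S1 was not compared with S2 or S4. The same-numbered libraries of S2 and S8 deviated together (mean correlation 0.123), and 2287 genes were DE with the replicate number as a block. *LDOX* was lower in S4 than in S2 by -1.87 ± 0.21 (adjusted p 2.21e-06) and than in S8 by -1.74 ± 0.21 (adjusted p 2.27e-06), and lower in S1 than in S8 by -1.85 ± 0.21 (adjusted p 1.67e-06). *PAP1* was lower in S1 than in S8 by -1.35 ± 0.20 (adjusted p 3.26e-05). S2 and S8 did not differ in *LDOX* (0.14 ± 0.20; adjusted p 0.737) or in *PAP1* (0.14 ± 0.19; adjusted p 0.727).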

Values the study reported

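The study reported 2,642 genes with an FDR under 0.05 between *tt19-8* and Col-0, and an approximately 2-fold lower expression of late anthocyanin genes in *tt19-8*. It gave the anthocyanin content of *tt19-8* as ~10% of the wild-type level. It found 244 genes that differed from *tt19-8* in all 5 suppressor lines it compared, and 197 of them changed in the same direction in every line. Among these 197 genes, it counted 22 genes of the phenylpropanoid and flavonoid pathway that rose and 26 metabolic or regulatory genes that fell, 6 of which it assigned to competing pathways.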

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

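The tests of the low-oxygen score and of mislabelled libraries were chosen only after the differences between lines had been seen; the tests of depth, gene length, GC content, the share of the highest genes and other splits were chosen before their results.

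The suppressor lines differed from one another, tested directly: 6310 genes were DE between S4 and S2, 7854 between S4 and S8, 2366 between S2 and S8, and 6187 between S1 and S8. These were singled out because 2 lines with a change in the same gene differed under a direct test. Few of the differences were opposite responses: 200 genes moved in opposite directions from *tt19-8*, past the threshold in both lines, for S4 and S2, 375 for S4 and S8, 48 for S2 and S8, and 250 for S1 and S8. Within the pigment pathway, *PAP1* differed by -1.97 between S4 and S2, by -1.84 between S4 and S8, and by -1.35 between S1 and S8, and *LDOX* by -1.87, -1.74 and -1.85. Over their alternatives, the *PAP1* difference of S4 and S2 stayed between -2.24 and -1.80 and that of S4 and S8 between -1.85 and -1.82, and both stayed past the threshold. Of the flavonoid list, 46 genes differed between S4 and S2 (6 higher in S4), 56 between S4 and S8 (17 higher), 16 between S2 and S8 (14 higher in S2) and 48 between S1 and S8 (12 higher in S1).

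Unequal depth accounted for little of these counts. With every library thinned to 25827059 counts, 5571, 7246, 2100 and 5610 genes were DE in the order given above. Gene length explained little either, with rank correlations of the log2 fold change and gene length across genes of 0.0717, 0.0725, 0.00853 and 0.0644, nor did GC content, with -0.0162, 0.00294, 0.0259 and -0.0274 (98.8% of the tested genes had both values; genes are not independent replicates). The share of counts taken by the 10 highest genes differed by 0.483, 0.374, 0.1097 and 1.09 percentage points. With the low-oxygen score of each library as a covariate, 5011, 8029, 3803 and 4740 genes were DE, of which 3486, 7028, 2079 and 3209 were among those found without it. The counts did not fall by more than 1.5 times, but many of the genes were others, least so for S4 and S8, so this state may account for a part of these differences.

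Of the 24 libraries, 1 was nearer to another genotype than to its own: S2 replicate 3, which was nearest to S8. Without S2 replicate 3, 7670 genes were DE between S4 and S2 and 3540 between S2 and S8, so that library lowered the counts and did not produce the differences. For each of the 4 comparisons, 1 of the 4 splits of the 6 libraries that part 3 same-numbered pairs, the real one, gave as many DE genes. The other 6 splits part 1 such pair and gave at most 294. With 4 comparable splits the share cannot go under 1 in 4, so the splits leave open whether chance contributes. A difference between the alleles, or between other mutations the lines carry, may also explain these values (for example the 7246 genes that differed between S4 and S8 at equal depth). There was 1 line per allele, so allele and line could not be separated. According to the study, the stop codons of S1 and S8 lie close together in *RDR6*. Even so, 6187 genes differed between these 2 lines, and *RDR6* itself was higher in S1. A count of this size therefore need not reflect different kinds of allele.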

How the results depend on the processing

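The alternatives were chosen before the data were examined. RLE scaling, a filter at a mean of 1 CPM and the replicate block left all 42 summary results on the same side of the threshold or within 1.5 times of their count, as did the DESeq2 Wald test for the 28 counts it could give and the fit without S1 for 34. RLE scaling moved the median log2 fold change of all genes by at most 0.0125 in size. With the replicate block, 2920 genes were DE in *tt19-8* against Col-0, and 7336, 4111, 4017, 5291, 8071 and 5567 in S1, S2, S4, S5, S7 and S8 against *tt19-8*; 312 genes were shared in 5 lines and 232 in 6 lines. The check of the pairing gave a mean correlation of -0.0935 for *tt19-8* and Col-0 and of -0.00920 over all genotypes. A call lost under the block is no sign of a weaker effect.

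At an adjusted p under 0.01, 1184 genes were DE in *tt19-8* against Col-0; 4779, 2111, 2035, 2911, 5393 and 3450 in S1, S2, S4, S5, S7 and S8 against *tt19-8*; 5267, 3351, 3147 and 3493 in S1, S2, S5 and S8 against Col-0; and 3524, 4975, 1192 and 3739 in S4 against S2, S4 against S8, S2 against S8 and S1 against S8. S4 and S7 against Col-0 stayed within 1.5 times. When only the 6 libraries compared were fitted, counts changed in either direction. They rose, within 1.5 times, in some comparisons of S1 and S4, such as 10799 for S1 and 11677 for S4 against Col-0 and 9256 for S4 against S8, and fell by more than that to 894, 2963 and 5461 in S2, S5 and S7 against *tt19-8*, 3321 in S2 against Col-0 and 885 in S2 against S8, of which 22.1% were higher in S2 (39.8% of the 2366). The shared genes then numbered 154 (134 with the same direction) in 5 lines and 128 (110) in 6 lines. Other libraries no longer informed the spread in that fit. The median chi-square of replicate pairs reached 32.8 in S2, 19.7 in S7 and 12.6 in S5, but at most 5.78 in S1 and S4. A spread shared by all genotypes may be too small for S2, S5 and S7, which would give too many calls there and too many shared genes. It also reached 17.5 in *tt19-8*, yet the count for S4 against *tt19-8* rose to 4692. The cause was not tested directly. With the inter-gene correlation estimated from the data, the means were unchanged by design and 5 of 14 set tests were no longer past 0.05: the pigment set in *tt19-8* (-0.62) and S1 (0.69), and the early set in S1 (0.36), S5 (0.33) and S7 (0.37). Without the filter on low counts, the early set in S1 (0.37) and S7 (0.35) was not past 0.05; the cause was not tested. The share of DE flavonoid genes that were higher in *tt19-8*, compared with Col-0, was 39.3% and ran over all alternatives from 20.8% with only the 6 libraries compared (29.2% without the filter) to 41.2% with DESeq2.

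Leaving out 1 library at a time, the DE counts ran from 1663 to 2850 in *tt19-8* against Col-0, from 2801 to 4613 in S2, from 2384 to 5431 in S4 and from 3384 to 5809 in S5 against *tt19-8*, and from 4260 to 5729 in S8 against Col-0. Shared genes ran from 173 to 443 (same direction, 143 to 359) in 5 lines and from 124 to 318 (104 to 249) in 6 lines. The early set ran from 0.30 to 0.41 in S1, -0.0333 to 0.0733 in S4, 0.27 to 0.38 in S5 and 0.31 to 0.42 in S7; it was reversed in S4 without *tt19-8* replicate 3 and lost its call in S1, S5 and S7, each time without that library, which has the highest low-oxygen score (1.54). With that score as a covariate the set was likewise not past 0.05 in S1 (0.154), S5 (0.159) and S7 (0.282). The covariate also corrects for the low scores of S1 (-0.848 ± 0.0343) and S5 (-0.630 ± 0.258) themselves (SD, n = 3). It therefore cannot tell whether the state of that library was the cause in S1 and S5. In S7, with a score of -0.141 ± 0.541, that state may be the cause. For S4 the covariate gave 0.155, but it also corrects for the high score of S4 itself, so it cannot tell the cause of the reversal. The covariate changed DE counts as well, but for the ranges of the counts above the cause was not tested.

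Signs of some single genes were reversed. *RDR6* in S4 against *tt19-8*, at -0.01 with an SE of 0.11, was 0.00016 with RLE scaling, 0.0016 without the filter on low counts, 0.0084 without S1, 6.4e-05 with only the 6 libraries compared, and -0.10 to 0.0820 leaving out 1 library. With the replicate block, the SUS4 (AT3G43190) log2 fold change, S8 vs tt19-8, was 0.0554, and that of S4 was 0.28 against *tt19-8* and 0.23 against S8. Leaving out 1 library, *SUS4* ran from -3.76 to 0.74 in S2, -1.09 to 2.30 in S4, -3.19 to 0.20 in S7 and -1.78 to 2.69 in S8 against *tt19-8*, and from -0.81 to 1.21 in S4 against S8. The highest value came without *tt19-8* replicate 3 (540 CPM) or, for S4 against S8, without S8 replicate 3 (407 CPM), and the lowest in S2 and S8 without their own replicate 3. *PAP1* ran from -0.0334 to 0.40 in S2 against S8 and from -0.00865 to 0.0515 in S4 against *tt19-8*, and *TT4* from -0.0544 to 0.11 in *tt19-8* against Col-0; the cause was not tested. Genes of the tasiRNA pathway with changes near 0 against *tt19-8* also turned. *TAS3* in S8 was -0.0012 without the filter on low counts, and the TAS1B (AT1G50055) log2 fold change, S2 vs tt19-8, was 0.00566 without S1 and 0.00534 with only the 6 libraries compared. Leaving out 1 library, *MYB113* ran from -0.0868 to 0.337 in S1, -0.406 to 0.0171 in S2 and -0.332 to 0.125 in S4, *ARF2* in S2 from -0.0325 to 0.102, *TAS1A* in S2 from -0.0098 to 0.183, *TAS1B* from -0.112 to 0.0589 in S2 and -0.331 to 0.0706 in S8, and *TAS3* from -0.134 to 0.111 in S7 and -0.194 to 0.154 in S8. The cause was not tested. Of the results for single genes (247 for most alternatives, 246 for the 6 libraries alone and 217 for the fit without S1), the DESeq2 Wald test changed 9 others (7 weaker, 2 stronger), RLE scaling 1 (stronger), no filter 1 (weaker), the block 5 (weaker), the 6 libraries alone 25 (20 weaker, 5 stronger) and the fit without S1 7 (weaker). Of 1482 results of fits that left out 1 library, 115 were weaker and 12 stronger. All 7 weaker results of DESeq2 (*SUS4* in 5 contrasts, AT1G16760 and AT5G10040) are cases in which it gave no adjusted p, counted here as not past the threshold, and their log2 fold changes were of similar size; why it gave none was not examined. The alternative of nuclear genes only was not run. Low counts limited what could be said of *TT6*, for which depth is not the likely reason, and *MYB114* (AT1G66380) had at most 7 counts per library and was not tested.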

Other observations

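The tests of low oxygen, low iron, overlapping genes, replicate numbers, a mixed S5 library and the relation of *TT19* to *LDOX* were chosen only after the patterns had been seen; the splits and the comparison of shared genes with Col-0 were chosen before their results.

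The group comparisons were set against other splits of the same libraries. For the DE counts of *tt19-8* against Col-0 and of each line against *tt19-8* or Col-0, for the flavonoid list and for the pigment set, 1 of the 4 splits of the 6 libraries that part 3 same-numbered pairs, the real one, gave a result as large. The largest count of DE genes in another split was 1793, in the libraries of S7 and *tt19-8* (8248 for the real split). For the early set the real split was the only one of 4 as large in S1, S2, S5, S7 and S8, whereas 3 of the 4 splits were as large for *tt19-8* against Col-0 and for S4. The other 6 splits of each comparison part 1 same-numbered pair. With 4 comparable splits no share under 1 in 4 was possible. For the shared genes, genotype names were dealt at random within each replicate number: 2 of 60 regroupings, the real one included, gave as many as 334 shared genes, and 2 gave as many as 261 with the same direction in 5 lines. The other regrouping had more than the real one, 439 shared genes and 426 with the same direction, while the median of the others was 0. In 6 lines, 1 of 60, the real one, gave as many as 244 shared genes and as many as 189 with the same direction.

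*SUS4* followed the low-oxygen score within genotypes (r 0.991), and with the score as a covariate its difference between *tt19-8* and Col-0 changed from 3.13 to -0.36 ± 0.15 (SE; edgeR, adjusted p 0.135). A low-oxygen state of single libraries, in seedlings shaken in liquid, may therefore account for the high *SUS4* values of *tt19-8* replicate 3 and S8 replicate 3. The same covariate left 2477 DE genes between *tt19-8* and Col-0, of which 1753 were among the 3011 found without it, so part of that comparison, though not the whole, may depend on this state. *SUS4* itself then did not differ detectably from *tt19-8* in S2 (-0.01), S5 (0.10), S7 (-0.03) or S8 (0.14), at adjusted p from 0.439 to 0.966. Its calls in S5 and S7 were thus lost. In S1 it turned from -3.60 to 1.04 ± 0.17 (adjusted p 8.79e-05), and in S4 it was lower (-0.98 ± 0.14; adjusted p 3.76e-05). The score therefore does not account for all differences of *SUS4*. With the covariate the pigment set stayed past the threshold in *tt19-8* (-0.44) and in all 6 lines (adjusted p at most 0.0129). The early set stayed past it in S2 and S8 but not in S1 (0.15; adjusted p 0.721), S5 (0.16; 0.563) or S7 (0.28; 0.448). Lost as well were *TT19* (adjusted p 0.140) and *PAP1* (0.526) in S1 and *GSTF5* in *tt19-8* against Col-0 (0.139). So were the large rises in *tt19-8* against Col-0 of AT1G16760 (2.14; adjusted p 0.224), AT5G10040 (0.82; 0.160) and AT2G44798 (1.15; 0.0623). Against Col-0 the covariate took the DE count of S4 from 9478 to 3923 and that of S8 from 6456 to 4140, but raised those of S1 (8046 to 9448), S2 (6027 to 6284), S5 (5565 to 7051) and S7 (9427 to 9841). Against *tt19-8* the counts of S2, S7 and S8 rose (4217 to 5973, 8248 to 9586 and 5659 to 6736) and those of S1 (7506 to 6952), S5 (5465 to 5202) and S4 (by 1.40 times, from 4126) fell. The genes shared by 5 lines rose from 334 to 434, and those with the same direction from 261 to 338 (172 higher and 166 lower). The mean score was highest in S4 (1.15 ± 0.0131), S8 (0.602 ± 0.624) and *tt19-8* (0.425 ± 0.963) (SD, n = 3). In *tt19-8*, S2 and S8 the score differed between libraries of the same genotype, with -0.126, -0.136 and 1.54 in *tt19-8* replicates 1, 2 and 3. The genotype alone cannot account for the state in those libraries. In S1 and S4 the 3 scores were close, so genotype and culture cannot be told apart there. The study gave *SUS4* as increased in S2. The mean of S2 was not above that of *tt19-8* in the present fit. The sign turned when *tt19-8* replicate 3 was left out while S2 replicate 3, also high, was kept. In replicates 1, 2 and 3, S2 lay below *tt19-8* (13.9 against 26.4, 15.2 against 27.6 and 106 against 540 CPM).

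A score of 16 genes known to rise at low iron supply lay between 2.12 and 2.16 in the 3 libraries of S1 and at most at 1.03 in the other 21 libraries, a gap of 1.09. Growth conditions that differed between lines could give this, and so could a mutation in S1. All S1 libraries share both, so they cannot be told apart, and no biological explanation was tested.

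The very low counts of *TT6* in every genotype may come from the counting. *TT6* is overlapped over 93.8% of its length, and protein-coding genes overlapped over more than 50% of their length had a median of 0.470 CPM, against 7.58 CPM for protein-coding genes without overlap. Protein-coding genes overlapped over 1 to 50% had a higher median, 16.4 CPM. The low median over 50% fits a counting that leaves out reads in overlapping genes, but the genes overlapped less show no such loss. No biological explanation was tested.

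By the median chi-square of a pair, replicates 1 and 2 were the closest pair in 6 of 8 genotypes. By Pearson's r of log2 CPM they were the closest in S1 (0.99175) and S4 (0.99372) as well, so these are exceptions by the first measure only. A batch that shifts all libraries of the same number alike could show as correlated deviations, and their mean correlation over all genotypes was -0.00920. Single pairings had opposite signs, such as 0.150 for S2 and -0.169 for S7 with *tt19-8*, so a batch shared by some genotypes is left open. In the 6 genotypes the low-oxygen score of replicate 3 lay apart from those of replicates 1 and 2, above them in *tt19-8* (1.54 against -0.126 and -0.136), S2, S5 and S8 and below them in Col-0 (-0.951 against -0.219 and -0.190) and S7. In S1 and S4 the 3 scores were close. That state may be part of what sets replicate 3 apart where it does stand apart, but the measures disagree on S1 and S4 and this was not tested.

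In S5 replicate 3, *SGS3* (19.2 CPM) lay between S5 replicates 1 and 2 and *tt19-8*, at a position of 0.518 on a scale from *tt19-8* (0) to the mean of the other 2 libraries (1). Over 75 genes changed in the other 4 lines, the median position was 0.508 (quartiles 0.271 and 0.854). A mixture of S5 and *tt19-8* material could give this, but S2 replicate 3 had a median of 0.737 over 58 genes while its *RDR6* position was 0.950, so a shift of this kind also occurs without a mixed mutated gene, and the explanations cannot be told apart.

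The 261 shared genes might owe their number to the *tt19-8* libraries that all 5 contrasts have in common. Of them, 179 (68.6%) also differed from Col-0 in the same direction in at least 3 of the 5 lines, whereas 11.9% of all tested genes were higher and 12.2% lower in as many lines. Since Col-0 and *tt19-8* also differ by genotype, this does not separate the explanations.

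Low residual *TT19* transcript may rise with the other pathway genes in the lines. Over the means of the 6 lines, *TT19* and *LDOX* had r 0.737 and rho 0.771 (two-sided exact permutation p 0.113 and 0.103; adjusted p 0.141 and 0.114 over 10 correlations), and r was 0.697 without the 2 lines farthest from the median. Within replicates 1, 2 and 3, r over the 6 lines was 0.654, 0.826 and 0.734, and within lines it was 0.684 (permutation p 0.0422; adjusted p 0.0602). Without the 2 values farthest from the median, r fell to 0.435 within lines and was 0.571, 0.710 and 0.737 within replicates 1, 2 and 3. The relation was not past the threshold after adjustment except in replicate 2 (exact permutation p 0.0181; adjusted p 0.0301).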
